# Comparative transcriptome analysis uncovers cell wall reorganization and repressed cell division during cotton fiber initiation

**DOI:** 10.1186/s12861-021-00247-3

**Published:** 2021-10-29

**Authors:** Wenyuan Liu, Yanjia Lv, Xiaoyue Li, Zongqin Feng, Lichen Wang

**Keywords:** Lint fiber initiation, Transcriptome sequencing, *Xuzhou142 fibreless* mutant (*Xu142fl*), *MML*, *EXPA*

## Abstract

**Background:**

Tetraploid cotton plants serve as prime natural fiber source for the textile industry. Although various omics studies have revealed molecular basis for fiber development, a better understanding of transcriptional regulation mechanism regulating lint fiber initiation is necessary to meet global natural fiber demand.

**Results:**

Here, we aimed to perform transcriptome sequencing to identify DEGs (differentially expressed genes) in ovules of the cotton variety Xu142 and its fibreless mutant *Xu142fl* during early lint fiber initiation period. Totally, 5516 DEGs including 1840 upregulated and 3676 downregulated were identified. GO enrichment analysis revealed that the downregulated DEGs were mainly associated with biological processes such as transcription related biosynthesis and metabolism, organic cyclic compound biosynthesis and metabolism, photosynthesis, and plant cell wall organization, with molecular functions involving transcription related binding, organic cyclic compound binding, and dioxygenase activity, while the upregulated DEGs were associated with DNA replication and phospholipid biosynthetic related processes. Among the 490 DEGs annotated as transcription factor genes, 86.5% were downregulated in the mutant including the *Malvaceae*-specific *MMLs*, expression patterns of which were confirmed during the central period of lint fiber initiation. Investigation of the 16 genes enriched in the cell wall organization revealed that 15 were EXPA coding genes.

**Conclusions:**

Overall, our data indicate that lint fiber initiation is a complicated process involving cooperation of multiple transcription factor families, which might ultimately lead to the reorganization of the cell wall and terminated cell division of the differentiating fiber initials.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12861-021-00247-3.

## Background

Cotton plants serve as the largest natural fiber source for the global textile industry [1]. Mature cotton seeds are covered with adherent fuzz and spinnable lint fibers. Cotton fibers development can be classified into four overlapping stages: initiation, elongation, thickening of the secondary cell wall, and maturation [2]. Lint fibers start initiation from − 3 DPA and continue to 3 DPA [3]. The initiation of lint fiber involves multiple regulators such as the upstream transcription factors and the downstream expansins proteins [4–6].

The transcriptional mechanisms have been widely explored by various researchers, which established the model in cotton that fiber initiation mimics the hair trichome initiation in *Arabidopsis* involving the MBW complex consisting of the R2R3 MYB protein GL1, the bHLH protein GL3, and the WD-repeat containing protein TTG1, which controls the expression of the downstream HD-ZIP transcription factor gene *GL2* [7]. In cotton, the *GL1* homologous R2R3-MYB transcription factor genes *GhMYB25-like* and *GhMYB25* have been implicated in regulating fiber initiation and elongation respectively [8, 9], and renamed as *MYB-MIXTA-like 3* (*MML3*) and *MML7* respectively lately [10]. Previously, the *N1* gene (*GhMML3_A12*) in *N1 naked seed mutant* (*N1NSM*) and the *li3* gene (*GhMML4_D12*) in *Xuzhou142 fibreless mutant* (*Xu142fl*) have been isolated through a map based cloning method respectively [11, 12]. Totally 10 MMLs in *Gossypium raimondii* have been classified into one lineage as the *Malvaceae*-specific 9th subfamily R2R3-MYBs that regulates epidermal cell differentiation [12], different from the 15th subfamily which regulates leaf hair trichome development in *Arabidopsis* according to evolution analysis [13], and they contain a signature protein motif and are highly expressed during the lint fiber initiation period [10]. Other homologous transcription factor genes in the MBW pathway such as *GL3* homolog bHLH transcription factor gene *GhDEL65* [14] and *GL2* homologs *GaHOX1* and *GhHOX3* also contribute to lint fiber development [15, 16].

The down-stream biological events regulating cell wall reorganization and biosynthesis employ various proteins like expansins, sucrose synthases, and tubulins [17–19]. Expansins are the first identified cell-wall-loosening proteins [20], which function by weakening the noncovalent bonds between cell wall matrix polymers to promote slippage of cellulose microfibrils and cause cell wall relaxation and cell extension [21], and constitute a large multigene family of four groups: alpha-expansin (EXPA), beta-expansin (EXPB), expansin-like A, and expansin-like B. EXPAs were firstly speculated to involve in fiber development since the isolation of two alpha-expansin cDNAs from the developing fiber of *Gossypium hirsutum* [22], then two homologous fiber-specific EXPAs coding genes-*GbEXPA2* from the D subgenome and *GbEXPATR* from the A subgenome of *Gossypium barbadense* were cloned and genetically characterized to participate in the process of lint fiber elongation, evidenced by the facts that silencing of *GbEXPA* in *G. hirsutum* resulted into shorter fibers with thicker cell walls while overexpressing *GbEXPATR* induced longer, finer, and stronger fibers coupled with significantly thinner cell walls [23]. It has been reported that overexpression of *GhEXPA8* significantly improves fiber length and micronaire value [24], while co-expression of *GhRDL1* and *GhEXPA1* led to longer fiber [25]. However, the correlation between expansins proteins and lint fiber initiation at the transcriptome level still need to be investigated.

Despite various studies strongly suggested the key role of Xu142 and *Xu142fl* in investigating lint fiber initiation; however, transcriptional regulation mechanisms of Xu142 and *Xu142fl* regulating fiber initiation, in particular, with a focus on the changing upstream transcription regulations and the downstream cell wall reorganization during early lint fiber initiation in cotton are poorly understood. In this study, we compared the whole genome transcription changes between Xu142 and *Xu142fl* at early fiber initiation stages and identified 3676 downregulated and 1840 upregulated genes. Gene Ontology (GO) enrichment analysis revealed that the downregulated genes were mainly involved in the biological processes related to transcription, organic cyclic compound biosynthesis and metabolism, photosynthesis, response to chitin and plant cell wall organization, and had molecular functions such as transcription related binding, organic cyclic compound binding and dioxygenase activity, while the upregulated DEGs were enriched in DNA replication and phospholipid biosynthesis related processes. Classification of the transcription factor genes revealed that various transcription factor families involved in lint fiber initiation, including the members belonging to the MBW complex. Examination of the cell wall organization related genes revealed 15 EXPA coding genes and one pectinesterase (PE) coding gene, which may contribute to cell loosening and reorganization during lint fiber initiation. Together, these findings provide preliminary data which suggest importance of introducing the essential transcription factor genes or *EXPAs* for improving lint fiber initiation rate.

## Methods

### Plant materials

One cotton variety *Gossypium hirsutum* cv. Xu142 and two fibreless cotton mutants *Xu142fl* and *n2NSM* were selected in this study. The seeds of these lines were retrieved from National Medium-term Gene Bank of Cotton in China and National cotton germplasm resources platform. The seeds were grown in the experimental field of Linyi University in April 14, 2018. Floral buds at − 3, − 1, 0 and 1 DPA on the 3rd to 5th fruiting branches were collected between July and August during the flowering peak, with ovules dissected from the ovaries in the lab, frozen immediately in liquid nitrogen and stored at − 80 °C.

### Transcriptome sequencing and bioinformatics analysis

High-quality RNA extraction was performed from the frozen ovules tissues collected at − 3 DPA and − 1 DPA of Xu142 and *Xu142fl* respectively as previously reported [26]. Subsequent cDNA libraries were constructed and sequenced with BGI-SEQ500 at the Beijing Genomics Institute (BGI, Shenzhen, China).

The raw reads were filtered first to get clean data, and then aligned to the genome of *G. hirsutum* L. (https://cottonfgd.org/about/download/assembly/genome.Ghir.NAU.fa.gz) to reconstruct transcripts through String Tie (http://ccb.jhu.edu/software/stringtie, v1.0.4), identify known genes by Bowtie2 (http://bowtie-bio.sourceforge.net/Bowtie2, v2.2.5) [27], and predict new transcripts using HISAT2 (http://www.ccb.jhu.edu/software/hisat, v2.0.4) [28].

Expression levels of genes and transcripts were calculated using RSEM [29], and expression corrections were calculated by Cor package of R (v3.6.2). DEGs (filtered by fold change ≥ 2, Q-value ≤ 0.001) between Xu142 and *Xu142fl* were identified through DEGseq [30], after normalizing raw reads of each gene as Fragments Per Kilobase of transcript per Million mapped reads (FPKM). GO enriched terms were determined by Q-value ≤ 0.001 using the phyper package of R.

The transcription factor (TF) coding genes were predicted by using Getorf (http://emboss.sourceforge.net/apps/cvs/emboss/apps/getorf.html) to get the ORF of all unigenes first, and then aligned to TF protein structure domain using hmmsearch (http://hmmer.org, v3.0) to annotate TF through the property of specific TF family described in PlantTFDB (http://planttfdb.cbi.pku.edu.cn, v5.0). Heatmaps of TF proteins were generated by Genesis v1.7.6 [31].

### RT-PCR and RT-qPCR analyses

RT-PCR and qRT-PCR were used to evaluate expression levels of *GhMMLs*. Total RNA from ovules at − 1, 0 and 1 DPA of *n2NSM* and *Xu142fl* was extracted as previously reported [26]. Subsequent cDNA was synthesized using RevertAid First Strand cDNA Synthesis Kit (Thermo Scientific, USA) according to the manufacture’s instruction. Total 20-µl-reaction volume was applied for RT-PCR analysis to evaluate expression levels of *GhMMLs*. After this, PCR reaction mixture was subjected to 95 °C denaturation for 3 min, then 29 cycles of amplification of the endogenous reference gene *GhUbq7* or 38 cycles for *GhMMLs* at 95 °C for 30 s, 55 °C annealing for 30 s and 72 °C extension for 30 s, plus a final extension at 72 °C for 5 min. Quantitative real-time PCR (qRT-PCR) was carried out using Hieff qPCR SYBR Green Master Mix (No Rox) (Yeason, Shanghai, China). The calculation of the relative expression levels of each gene and statistical analysis were based on at least three biological and three technical replicates, and the significance was determined by multiple comparisons using Statistix software (version 8.0). Primers were designed by Primer 5.0 and synthesized commercially (Genscript Bioscience, Nanjing, China). The sequences of all the primers sequences are listed in Additional file 1: Table S1.

## Results

### Overview of the comparative transcriptome sequencing using ovules of *Xu142fl* and Xu142 at early fiber initiation stage

In order to study *Xu142fl* and Xu142 in the context of fiber initiation, we first performed transcriptome sequencing by mixing ovules at − 3 and − 1 DPA of *Xu142fl* and Xu142 respectively, before obvious fiber initials could be observed from the epidermis of the wild type cotton seeds under optical microscope, by setting 3 biological replicates for each variety. 

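Ovules collected 3 and 1 days before anthesis (−3 and −1 DPA) were pooled in each library, and 3 libraries were made for Xu142, an upland cotton line with fiber, and 3 for *Xu142fl*, its fiberless mutant. The share of each stage in a library was not stated. Table 1 of the paper gives 66.39, 70.42 and 68.7 M clean reads for Xu142 replicates 1 to 3 and 66.12, 70.78 and 72.19 M for *Xu142fl*, with medians of 68.7 and 70.78 M. The authors aligned the reads to the TM-1 genome, estimated expression with RSEM and deposited it as FPKM (fragments normalized for transcript length and the number of mapped reads) with 2 decimals. The deposited table holds 65894 genes, each above 0 in at least 1 library, and no read counts. The FPKM of a library summed to between 804997 and 844877, and its median gene lay between 3.38 and 4.01 FPKM. RSEM divides reads that fit several genes, so values of near-identical copies in the A and D subgenomes are uncertain. Genes were compared on the scale of log2(FPKM + 0.1) with limma, for the 56395 genes with a mean of at least 0.1 FPKM over the 6 libraries. A fold change on this scale understates the change of weakly expressed genes. A gene was called at a Benjamini-Hochberg adjusted p of at most 0.001 and a fold change of at least 2, the limits that the paper used with DEGseq. Log2 fold changes are *Xu142fl* against Xu142. With 3 libraries against 3, an exact two-sided permutation test of a single value cannot give a p below 0.1.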

After removing adapter contamination and low quality tags, a total of 66.12–72.19 million clean reads were generated from each library, with clean read ratios between 92.51–93.74%, and ~ 95% of the clean reads can be mapped to cotton TM-1 genome (Table 1). Besides this, 49,381 novel transcripts were identified, including 36,093 candidate protein coding and 13,288 noncoding transcripts and 5604 novel genes were predicted.

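The deposited table lists 5549 predicted new genes, which is 8.42% of its genes. The annotated genes comprise 28349 of the A subgenome, 30017 of the D subgenome and 1979 on unplaced scaffolds. Of the predicted new genes, 5483 had a mean of at least 0.1 FPKM and were tested.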

**Table 1:** Overview of the data quality and genome mapping of the transcriptome sequencing of Xu142 and *Xu142fl*

Ovule sample	Total raw reads (M)	Total clean reads (M)	Clean reads Q20 (%)	Clean reads ratio (%)	Total mapped (%)	Uniquely mapped (%)
Xu142-1	70.82	66.39	98.56	93.74	95.89	76.20
Xu142-2	75.39	70.42	98.59	93.41	95.55	75.11
Xu142-3	73.31	68.7	98.59	93.71	95.95	75.99
*Xu142fl*-1	70.61	66.12	98.53	93.64	95.75	74.58
*Xu142fl*-2	75.72	70.78	98.55	93.48	95.85	75.43
*Xu142fl*-3	78.04	72.19	98.6	92.51	95.87	75.52

*M* megabase

After calculating the expression levels of each gene in each sample; Pearson correlation (R^2^) was calculated based on the whole gene expression profile between each sample pair among the total 6 samples. 

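Pearson's r of FPKM across the 65894 genes was computed for the 15 pairs of libraries, where genes are not independent replicates. It ranged from 0.967 to 0.993 among the *Xu142fl* libraries and from 0.971 to 0.996 among the Xu142 libraries. Between lines it ranged from 0.921 to 0.961. The highest value between lines, of Xu142 replicate 2 with *Xu142fl* replicate 1, differed from the lowest within *Xu142fl* by less than the SD of 0.013 among the *Xu142fl* pairs. These values are r, and the largest shift came from squaring them, which gave 0.934 to 0.985 within *Xu142fl*, 0.943 to 0.991 within Xu142 and 0.849 to 0.923 between lines. On the scale of log2(FPKM + 0.1), where abundant genes weigh less, r was 0.966 to 0.982 within *Xu142fl*, 0.972 to 0.981 within Xu142 and 0.942 to 0.960 between lines.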

The result showed that the correlations between biological repeats were 0.966–0.993 for the mutant pairs, and 0.971–0.996 for the wild type pairs, but lower (0.921–0.960) between mutant and wild type pairs (Additional file 2: Fig. S1). The results indicated high uniformity between biological repeats. 

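In a principal component analysis of the tested genes, the first component held 51.1% of the variance and separated the lines, with Xu142 libraries between 81.21 and 94.81 and *Xu142fl* libraries between -104.96 and -59.97. The second component held 23.4% and set Xu142 replicate 2 (-66.61) and *Xu142fl* replicate 1 (-100.48) apart from the remaining 4 libraries (23.95 to 50.34). The median absolute log2 difference of a gene was 0.136 between Xu142 replicates 1 and 3 and 0.173 between *Xu142fl* replicates 2 and 3. It reached 0.266 between Xu142 replicates 1 and 2 and 0.366 between *Xu142fl* replicates 1 and 3. From the correlations the paper concludes that the biological repeats were highly uniform.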

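Of the 56395 genes tested, 423 were called by limma at an adjusted p of at most 0.001 and a fold change of at least 2, 110 of them higher and 313 lower in *Xu142fl*. All 423 had no overlap between the 3 values of each line. Among all tested genes, 35.0% had no overlap, where chance gives 10%. Among the settings with a test, the limit on the adjusted p added the most genes, since 3463 (940 higher and 2523 lower) passed at 0.05. A ratio of mean FPKM of at least 2 with no test was reached by 7869 genes, 2752 higher and 5117 lower. Leaving out 1 library lowered the count to between 37 genes without Xu142 replicate 3 and 273 without *Xu142fl* replicate 1. In the largest decreases, Gh_A06G1157 had 139.4 ± 21.5 FPKM (SD, n = 3) in Xu142 and 0.06, 0 and 0 FPKM in the *Xu142fl* libraries. Gh_A09G1977 had 171.6 ± 39.4 FPKM in Xu142 and 0.697 ± 0.429 in *Xu142fl*, a log2 fold change of -7.85 (standard error 0.35, limma adjusted p = 8.58e-05), and was no longer called when Xu142 replicate 1 or 3 or *Xu142fl* replicate 2 was left out. In the largest increases, Gh_D03G1708 was listed at 0 in all 3 Xu142 libraries and at 58.26, 47.85 and 46.19 FPKM in *Xu142fl*. The deposited table pairs none of these IDs with a name.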

Finally, 5516 DEGs including 1840 upregulated and 3676 downregulated genes were identified in the mutant compared with the wild type.

### Complicated upstream transcription and downstream biosynthesis and metabolism events occurred during early lint fiber initiation

To investigate the biological processes and functions attributed to the DEGs, GO enrichment analyses of the downregulated and upregulated DEGs were conducted respectively. The results showed that the downregulated genes were enriched in 15 level 3 biological process (BP) terms including transcription (262 genes), RNA (288 genes) and nucleic acid metabolism (339 genes), nucleobase-containing compound biosynthesis (267 genes) and metabolism (358 genes), heterocycle biosynthesis (275 genes) and metabolism (377 genes), aromatic compound biosynthesis (273 genes) and metabolism (383 genes) and organic cyclic compound biosynthesis (276 genes) and metabolism (380 genes), photosynthesis (42 genes) and light harvesting (15 genes), respond to chitin (7 genes), and plant cell wall organization (20 genes) (Fig. 1a; Additional file 3: Table S2), with molecular functions (MF) including DNA binding transcription factor activity (205 genes), transcription regulator activity (208 genes) and dioxygenase activity (32 genes), and DNA (404 genes), nucleic acid (585 genes), organic cyclic compound and heterocyclic compound binding activities (1008 genes) (Fig. 1b; Additional file 4: Table S3). These results demonstrated that the essential transcriptional regulations in *Xu142fl* were impaired and led to the aborted lint fiber initiation.

**Fig. 1:**
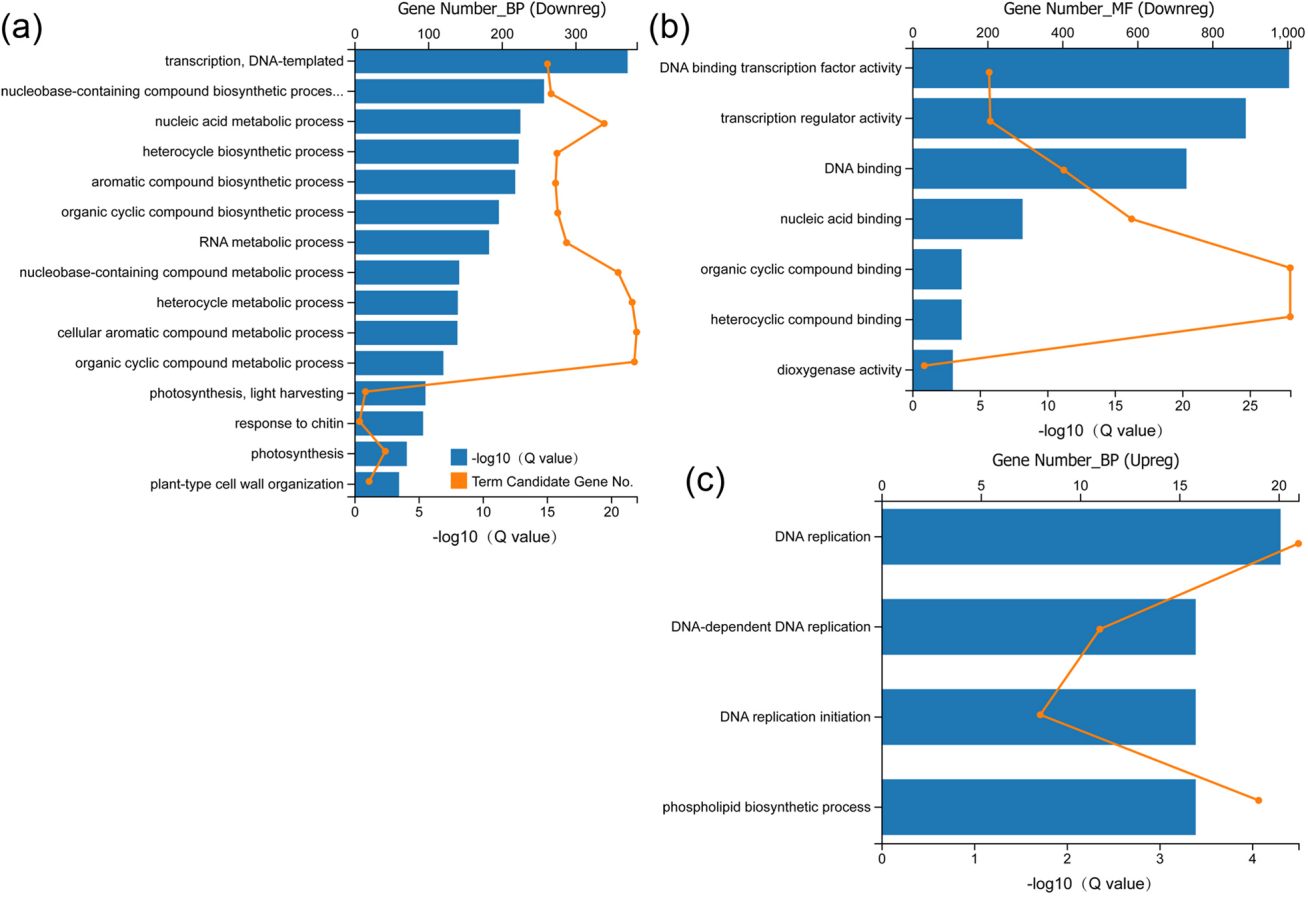
Significantly enriched GO terms on level 3 of the down- and upregulated genes respectively. Graphs showing functional annotation of GO terms and gene number for the downregulated genes on the level of biological process (**a**) and molecular function (**b**), and for the upregulated genes on the level of biological process (**c**). The blue bars showing − log10(Q value) of the enrichment analysis of each term, and orange dots showing the gene number contained by each GO term. *Upreg* upregulated genes, *Downreg* downregulated genes, *BP* biological process, *MF* molecular function

Compared with the significantly enriched GO terms for the downregulated DEGs, the enriched GO terms for the upregulated DEGs were fewer on the BP level, and no GO terms were found on the MF level. The significantly enriched level 3 terms was DNA replication (21 genes), DNA-dependent DNA replication (11 genes), DNA replication initiation (8 genes) and phospholipid biosynthesis (19 genes) (Fig. 1c; Additional file 5: Table S4). 

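The 20 DNA replication genes of the paper's Table S5 were all higher in *Xu142fl*, with log2 fold changes from 0.99 to 2.22 and a median of 1.12, and none overlapped between lines. Limma called 2 of them at an adjusted p of at most 0.001 and a fold change of at least 2, and 19 at 0.05. The MCM2 gene Gh_A03G1940 (limma adjusted p = 0.00083) missed both counts by its log2 fold change of 0.99 alone. Adjusted over the list alone, 14 passed at 0.001 and 19 at 0.05, which is not independent evidence because the paper chose the list on these libraries. The called genes were DNA2 (Gh_A11G1285), with 0.763 ± 0.106 FPKM (SD, n = 3) in Xu142 and 3.91 ± 0.275 in *Xu142fl*, and a PCNA gene (Gh_A10G0368), with 11.6 ± 0.412 and 24.1 ± 1.36 FPKM. The log2 fold change of DNA2 was 2.22 (standard error 0.18, limma adjusted p = 0.00088), and stayed between 2.12 and 2.30 on the log2 scale when 1 library was left out. Both calls were lost in each of the 6 fits that left out 1 library, with a pseudocount of 0.01 and with no filter, and that of PCNA also with a pseudocount of 1 and without trend. With a pseudocount of 1, PCNA missed the fold change limit alone (limma adjusted p = 0.00084). RFC3 (Gh_A13G1407) rose by 2.18 (standard error 0.19, limma adjusted p = 0.0011) and was called under median-ratio scaling (adjusted p = 0.00063), under quantile normalization (0.00044) and with the annotated genes alone (0.0009). The most abundant, MCM6 (Gh_A03G0403), had 51.3 ± 3.07 FPKM in Xu142 and 105.4 ± 8.96 in *Xu142fl* (limma adjusted p = 0.0013) and was called under both scalings. The 5 phospholipid biosynthesis genes were also all higher, by 1.08 to 1.72 on the log2 scale. None was called, 2 passed at 0.05 and 4 had an unadjusted p under 0.05. NMT1 (Gh_A03G0803) had 22.1 ± 6.20 FPKM in Xu142 and 75.1 ± 27.5 in *Xu142fl* (limma adjusted p = 0.018), and did not pass at 0.05 without Xu142 replicate 3 or *Xu142fl* replicate 2 or 3 (0.053 to 0.081). IPS (Gh_D04G0883) was not distinguishable between lines with all libraries (limma adjusted p = 0.21). It passed at 0.05 without *Xu142fl* replicate 1 (0.021) and with a covariate for a hidden factor, chosen after seeing the data (0.0051). Its adjusted p reached 0.46 in the remaining alternatives. The covariate was computed from the deviations of these same libraries within lines. It removes spread within lines by construction, so its lower p is not independent evidence. *Xu142fl* replicate 1 at 1.87 FPKM lay below Xu142 replicates 1 and 3 at 2.90 and 1.96.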

After removing redundancy and genes without annotation, 20 DNA replication related genes encoding proteins such as DNA replication licensing factors MCMs and Cell division control proteins CDCs, and 5 phospholipid biosynthesis related genes encoding phosphoethanolamine *N*-methyltransferase 1 (NMT1), inositol-3-phosphate synthase (IPS), choline/ethanolaminephosphotransferase 1 (AAPT1), AAPT2, and phosphatidate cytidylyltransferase (TAMM41) were found (Additional file 6: Table S5). Together, these findings suggest that DNA replication and phospholipid biosynthesis in the process of cell mitosis division were inhibited in the fiber initials of wild type during lint fiber initiation.

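The mean log2(FPKM + 0.1) of the 20 DNA replication genes was 2.53, 2.32 and 2.58 in Xu142 replicates 1 to 3 and 3.47, 3.83 and 3.83 in *Xu142fl*. For the 5 phospholipid genes it was 2.11, 1.29 and 1.86 against 2.44, 3.47 and 3.53. The difference between lines was 1.23 and 1.39, and in both lists every *Xu142fl* library lay above every Xu142 library (exact two-sided permutation test, p = 0.1, the smallest p that 3 libraries against 3 allow). The paper chose both lists on these libraries as higher in the mutant, so this separation is not independent evidence. From the higher expression in the mutant, the paper proposes that DNA replication and phospholipid biosynthesis were inhibited in the fiber initials of the wild type.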

### Transcription factor expression dynamics during early fiber initiation

Next, to characterize the complicated transcription regulations during lint fiber initiation, the TF coding genes were firstly predicted and then filtered to obtain the differentially expressed TF genes closely related to lint fiber initiation (only TF family containing more than two genes were considered), and finally 490 genes belonging to 26 TF families were identified, consisting of 424 downregulated genes and 66 upregulated genes. Moreover, most TF families consisted more downregulated genes (57.1–100%), except for LOB domain-containing and MADS domain-containing families which contained more up-regulated genes (76.9% and 71.4% respectively) (Fig. 2).

**Fig. 2:**
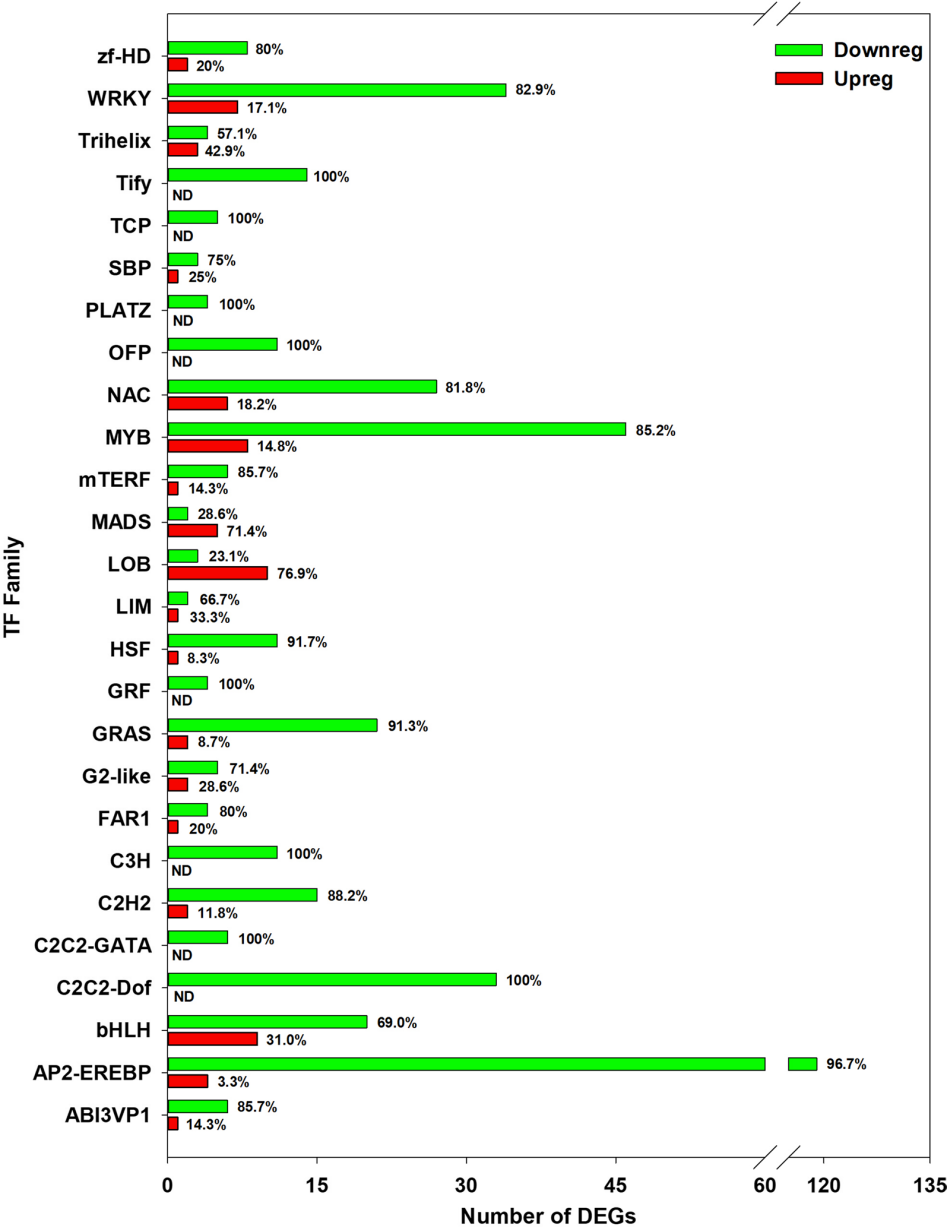
Statistics of the differentially expressed transcription factor genes. The graph showing the number and proportions of the downregulated (green bars, shown as ‘Downreg’) and upregulated DEGs (red bars, shown as ‘Upreg’) belonging to each TF family, with the percentage proportions noted above each bar. ND means ‘not detected’

As shown in Fig. 2, among the down-regulated TF families containing members more than 20, the biggest TF family was AP2-EREBP, which contained 123 DEGs, followed by MYB (54 DEGs), WRKY (41 DEGs), NAC (33 DEGs), C2C2-Dof (33 DEGs), bHLH (29 DEGs) and GRAS (23 DEGs). 

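The genes of 6 of these families are given by ID in Fig. 3, with 213 genes in total, of which 32 are upregulated. AP2-EREBP and the remaining families were not analysed here. Of the downregulated genes, 178 passed the filter on low FPKM and all of these were lower in *Xu142fl*, with a median log2 fold change of -1.43. Limma called 10 of them at an adjusted p of at most 0.001 and a fold change of at least 2, and 135 at 0.05. Adjusted over the list alone, 72 passed at 0.001 and 167 at 0.05, on a list that the paper chose from these libraries. By family, the median log2 fold change of the downregulated genes was -1.45 for MYB (46 genes), -1.90 for WRKY (34 genes), -1.51 for NAC (27 genes), -1.23 for C2C2-Dof (33 genes), -1.43 for bHLH (20 genes) and -1.24 for GRAS (21 genes, of which 18 were tested). At an adjusted p of at most 0.05 and a fold change of at least 2, 32 MYB, 30 WRKY, 21 NAC, 27 C2C2-Dof, 11 bHLH and 14 GRAS genes were lower. In the C2C2-Dof family, 32 of the 33 genes had no overlap between lines. Leaving out 1 library reduced the 10 calls to between 1 and 6.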

Subsequently, we selected six TF families including MYB, bHLH, NAC, C2C2 Dof, GRAS, and WRKY containing members ranging from 23–54 to plot expression heat maps. The results showed that 6 *Malvaceae*-specific *MML homologs* [12] including two *MML3*, one *MML4*, two *MML8* and one *MML9* were all downregulated. 

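All 6 MML genes had lower FPKM in each *Xu142fl* library than in any Xu142 library, and all passed at an adjusted p of at most 0.05 in limma. Only the 2 MML3 genes and MML9 passed at 0.001. MML9 (Gh_A13G0689) had 9.81, 3.34 and 5.86 FPKM in Xu142 replicates 1 to 3 and was listed at 0, 0.04 and 0 in *Xu142fl*. Its limma adjusted p was 0.00056, and a pseudocount of 1 (0.0025) or 0.01 (0.0017), limma without trend (0.0015) or the removal of any 1 library (0.0012 to 0.0068) lost the call. MML4 on A12 (Gh_A12G1504) had 1.45 ± 0.535 FPKM (SD, n = 3) in Xu142 and 0.327 ± 0.119 in *Xu142fl*, a log2 fold change of -1.84 (standard error 0.35, limma adjusted p = 0.018). The MML8 genes had 1.34 ± 0.692 against 0.153 ± 0.0896 FPKM on D13 (Gh_D13G0798) and 1.79 ± 0.631 against 0.320 ± 0.0872 on A13 (Gh_A13G0688), with limma adjusted p-values of 0.016 and 0.0077. MML4 on A12 did not pass at 0.05 without Xu142 replicate 3 (0.07) or *Xu142fl* replicate 2 (0.074) or 3 (0.055), nor MML8 on D13 without Xu142 replicate 1 (0.058) or 3 (0.055) or *Xu142fl* replicate 2 (0.051). With a pseudocount of 1, their log2 fold changes were -0.86 and -0.99, under 2-fold.

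**Figure D1:**
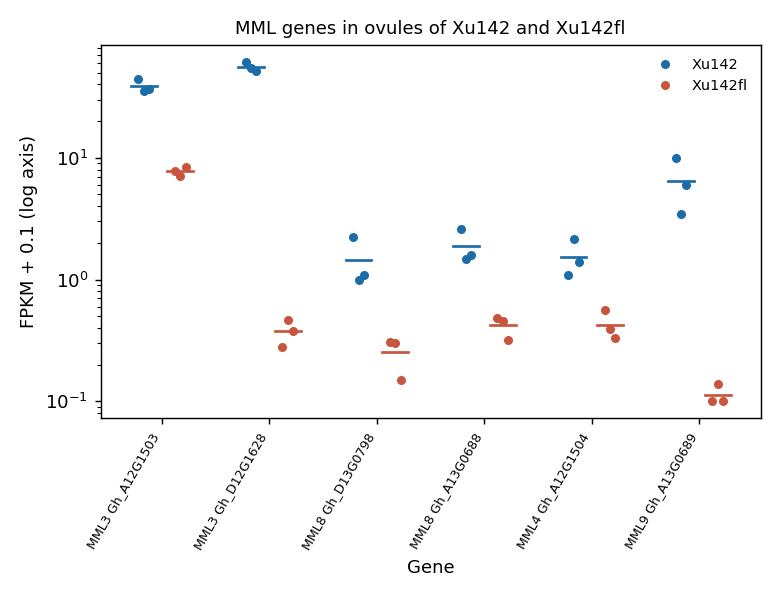
FPKM + 0.1 (log axis) of the 6 MML genes in the 3 Xu142 libraries (blue points) and the 3 *Xu142fl* libraries (red points), with lines at the means. For each gene the points of the 2 lines do not overlap, and MML9 is at 0, 0.04 and 0 FPKM in *Xu142fl*.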

The *MML3* on chromosome D12 chromosome (Gh_D12G1628) had higher expression level in the wild type and was much more downregulated in the mutant than that one on A12 chromosome (Gh_A12G1503) (Fig. 3a). 

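The D12 copy had 55.96 ± 4.98 FPKM (SD, n = 3) in Xu142 and 0.277 ± 0.0950 in *Xu142fl*, 202-fold lower by the ratio of means, with a log2 fold change of -7.25 (standard error 0.21, limma adjusted p = 1.7e-05). The A12 copy had 38.8 ± 4.91 and 7.69 ± 0.693 FPKM, 5.04-fold lower, with a log2 fold change of -2.32 (standard error 0.12, limma adjusted p = 0.00014). In Xu142 the D12 copy was 1.44 times as high, and the log2 difference between the copies was 0.53 ± 0.08. In *Xu142fl* it was -4.40 ± 0.46. This difference of -4.93 between lines was larger than the spread between replicates (exact two-sided permutation test, p = 0.1, the smallest that 3 against 3 allow). The D12 copy was called in each of the 6 fits that left out 1 library, and the A12 copy only in the fit without *Xu142fl* replicate 1, with adjusted p-values of 0.0011 to 0.0023 in the remaining 5. Reads that fit both copies were divided between them by RSEM.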

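Fig. 3 marks 32 genes of 5 families as upregulated: 8 MYB, 9 bHLH, 6 NAC, 2 GRAS and 7 WRKY genes. The 31 that passed the filter on low FPKM were all higher in *Xu142fl*, with log2 fold changes from 0.88 to 4.41. At an adjusted p of at most 0.05 and a fold change of at least 2, limma called 13 of them, 3 MYB, 5 bHLH, 1 NAC, 2 GRAS and 2 WRKY genes. At 0.001 only a GRAS gene (Gh_D02G0127) passed, with 0.06, 0.01 and 0.02 FPKM in Xu142 and 2.73 ± 0.950 (SD, n = 3) in *Xu142fl*. No fit that left out 1 library called it, nor did the fits with a pseudocount of 1 or 0.01, a mean FPKM of at least 1 or no trend. RL6 (Gh_D01G0047) had 24.0 ± 18.6 FPKM in Xu142 and 64 ± 25.9 in *Xu142fl*, and its lines overlapped (limma adjusted p = 0.17). Its log2 fold change of 1.75 fell to 0.90 without Xu142 replicate 2. Of the 3 NAC100 genes, Gh_A11G0290 rose from 1.30 ± 0.115 to 2.78 ± 0.210 FPKM (limma adjusted p = 0.011, and 0.063 without *Xu142fl* replicate 2). Gh_D12G1761, with 2.62 ± 1.09 and 6.42 ± 5.19 FPKM, and Gh_A12G1620, with 1.83 ± 0.694 and 3.93 ± 2.25 FPKM, overlapped between lines (limma adjusted p = 0.26 and 0.17). *Xu142fl* replicate 1 decided much of both values, and without it their log2 fold changes fell to 0.43 and 0.55. WRKY65 (Gh_A12G1124) had 1.53 ± 0.284 and 3.30 ± 0.644 FPKM (limma adjusted p = 0.025), and passed at 0.05 in only 1 of the fits that left out 1 library, that without *Xu142fl* replicate 1. WRKY48 (Gh_D10G1797) had 1.68 ± 0.505 and 3.49 ± 1.52 FPKM (limma adjusted p = 0.11). With a covariate for a hidden factor, chosen after seeing the data, RL6, the 2 NAC100 genes that overlapped and WRKY48 passed at 0.05 (0.015, 0.0049, 0.0025 and 0.0039). In the remaining alternatives their adjusted p-values reached 0.37, 0.49, 0.37 and 0.28. The covariate was computed from these same libraries and removes spread within lines by construction. Being built from deviations within lines, it cannot change a log2 fold change. Those of these NAC100 genes (1.04 and 0.97) and WRKY48 (0.97) thus stayed the same. The lower p-values with the covariate are not independent evidence.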

Although most members were downregulated in the identified TF families, subclasses of members were still upregulated for 5 TF families, including the MYB family which contains one *RL6*, 3 *MYB44* and 4 *GAM1* (Fig. 3a), bHLH family which contains 5 members including *BHLH82*, *BHLH130*, *BEE3* and two novel genes (Fig. 3b), NAC family which contains 6 *NAC* genes, three of which annotated as *NAC100* had dominant expression in both varieties (Fig. 3c), the GRAS family which contains 2 members (Fig. 3d), and WRKY family which contains 7 members, with the genes annotated *WRKY48* and *WRKY65* had higher expression levels while expression of the other five genes were lower in both the varieties (Fig. 3e), except for the C2C2 Dof family genes which were all down-regulated (Fig. 3f).

**Fig. 3:**
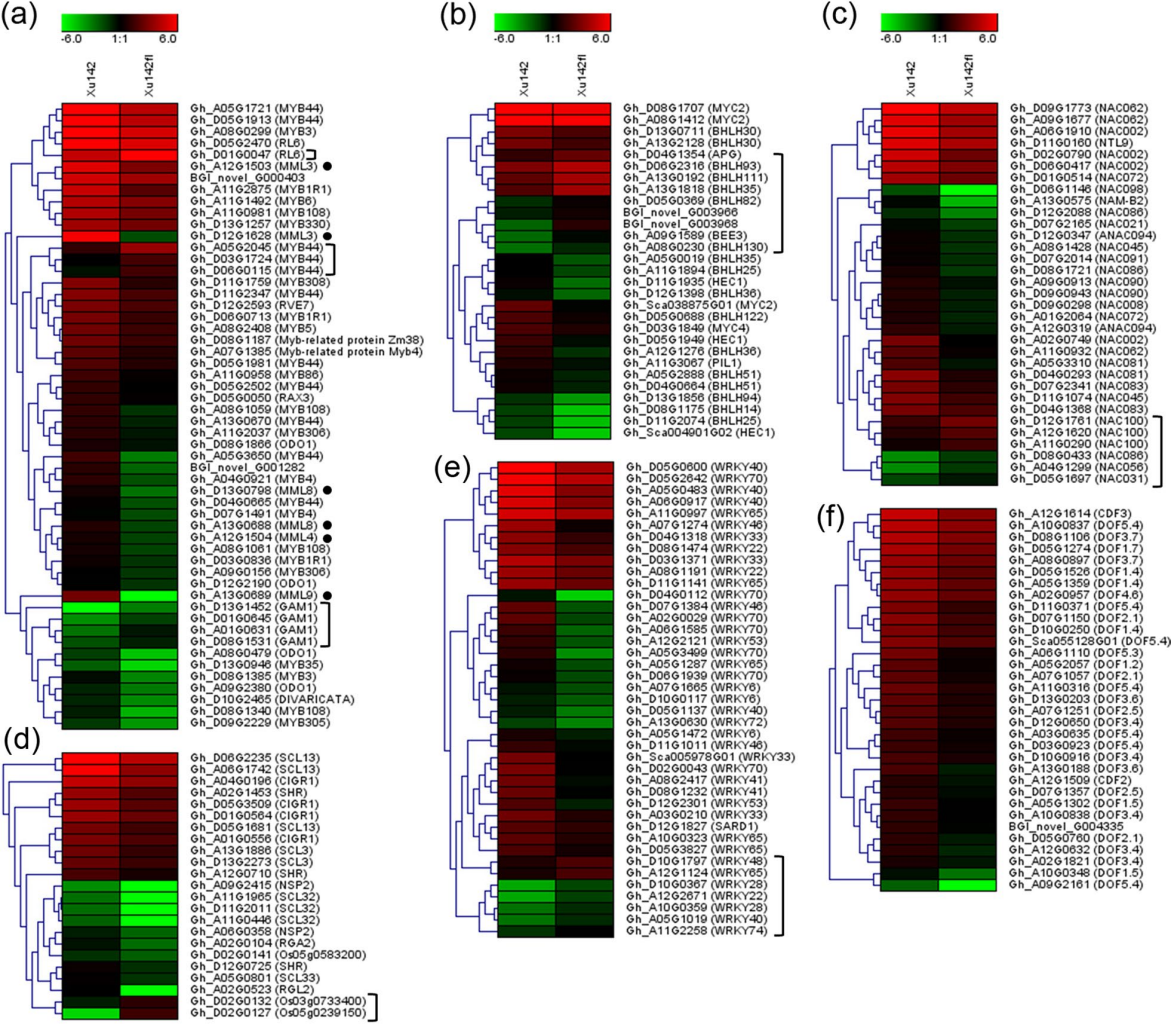
Expression patterns of 6 transcription factor family genes in ovules of Xu142 and *Xu142fl*. Heat maps of MYB (**a**), bHLH (**b**), NAC (**c**), GRAS (**d**), WRKY (**e**), and DOF (**f**) domain containing transcription factor genes. The graphs were generated by Genesis which showing the hierarchical clusters of each type of genes. *MMLs* homologs in (**a**) were indicated with black dots, and the upregulated genes in (**a**)–(**e**) were marked using a bracket. The log2 values of the RPKM of each gene were used to plot the map, which were indicated by the gradient color bars (red to green reflecting the expression levels from high to low)

### Main *GhMMLs* contributed to lint fiber initiation

The 9th subfamily R2R3-MYB transcription factors MMLs is considered as *Malvaceae*-specific through evolutionary analysis [12] and among the 10 GhMMLs from GhMML1 to GhMML10, GhMML3 and GhMML4 had been demonstrated responsible for fuzz and lint fiber initiation respectively [11, 12]. Our TF classification revealed that *GhMML3*, *GhMML4*, *GhMML8*, and *GhMML9* were involved in lint fiber initiation, to confirm that, we conducted RT-PCR of all the ten *GhMMLs* in *n2NSM* and *Xu142fl* during early lint fiber initiation period from − 1 DPA to 1 DPA, given the fact that *n2NSM* and *Xu142fl* are all naked seed mutants and the only difference is whether the lint fiber initiates or not [12]. The results showed that 8 *MMLs* can be detected except *GhMML8* and *GhMML9* (Fig. 4, Additional file 7: Fig. S2), and 4 were down-regulated including *GhMML1*, *GhMML3*, *GhMML4* and *GhMML7* in *Xu142fl* compared with *n2NSM*. Further investigation of their expression patterns by qRT-PCR confirmed that *GhMML3*, *GhMML4* and *GhMML7* were significantly down-regulated in *Xu142fl* compared with *n2NSM* at all three time points while no obvious expression differences were observed for *GhMML1* (Fig. 5). We also found that expression levels of *GhMML3* and *GhMML4* in *n2NSM* were decreased, while expression level of *GhMML7* was increased from − 1 DPA to 1 DPA, implying different mechanisms between GhMML7, and GhMML3 and GhMML4 (Fig. 5).

**Fig. 4:**
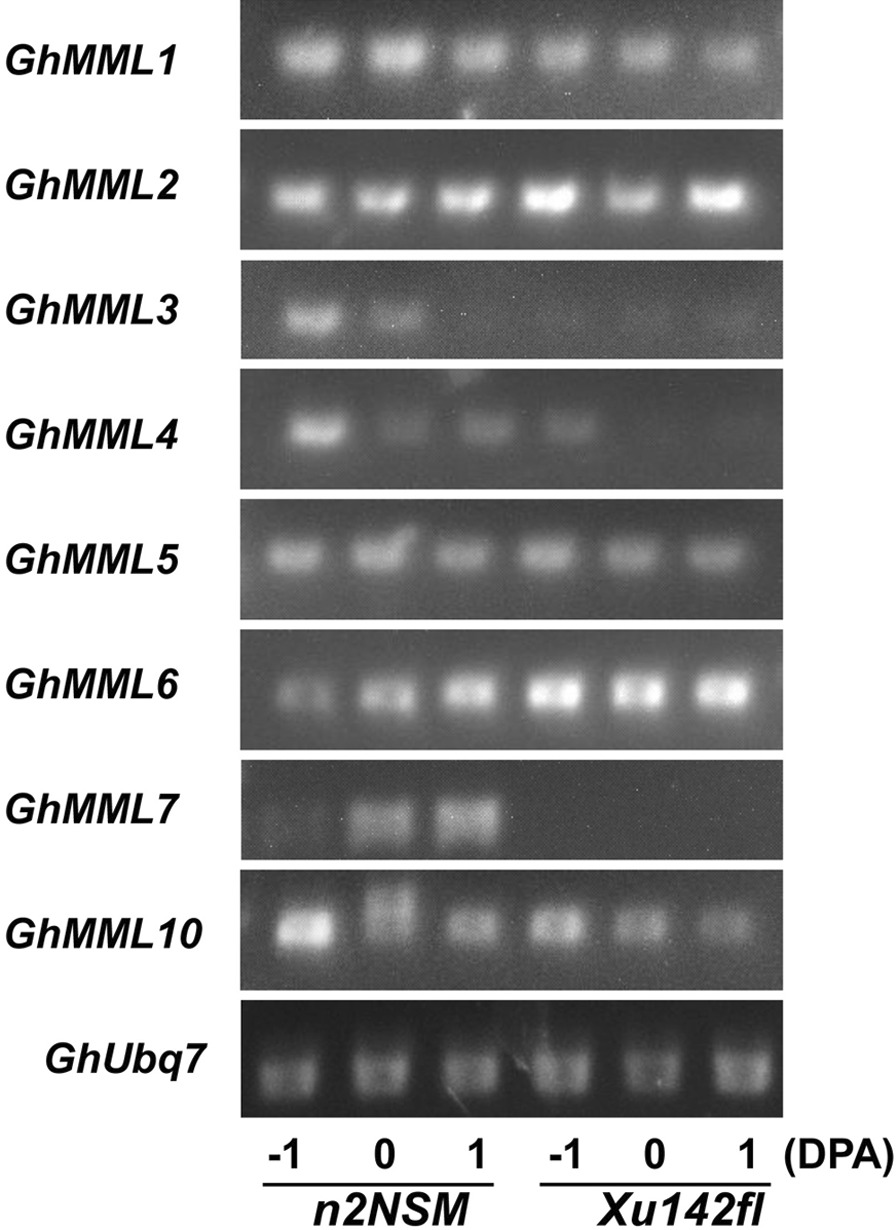
Expression patterns of 8 *GhMMLs* in ovules of *n2NSM* and *Xu142fl* during lint fiber initiation. The transcripts of *GhMML1-7* and *GhMML10* in − 1, 0 and 1 DPA ovules of *n2NSM* and *Xu142fl* were detected by RT-PCR. *GhUbq7* was used as an endogenous reference gene. The original gel pictures are shown in Additional file 7: Fig. S2

**Fig. 5:**
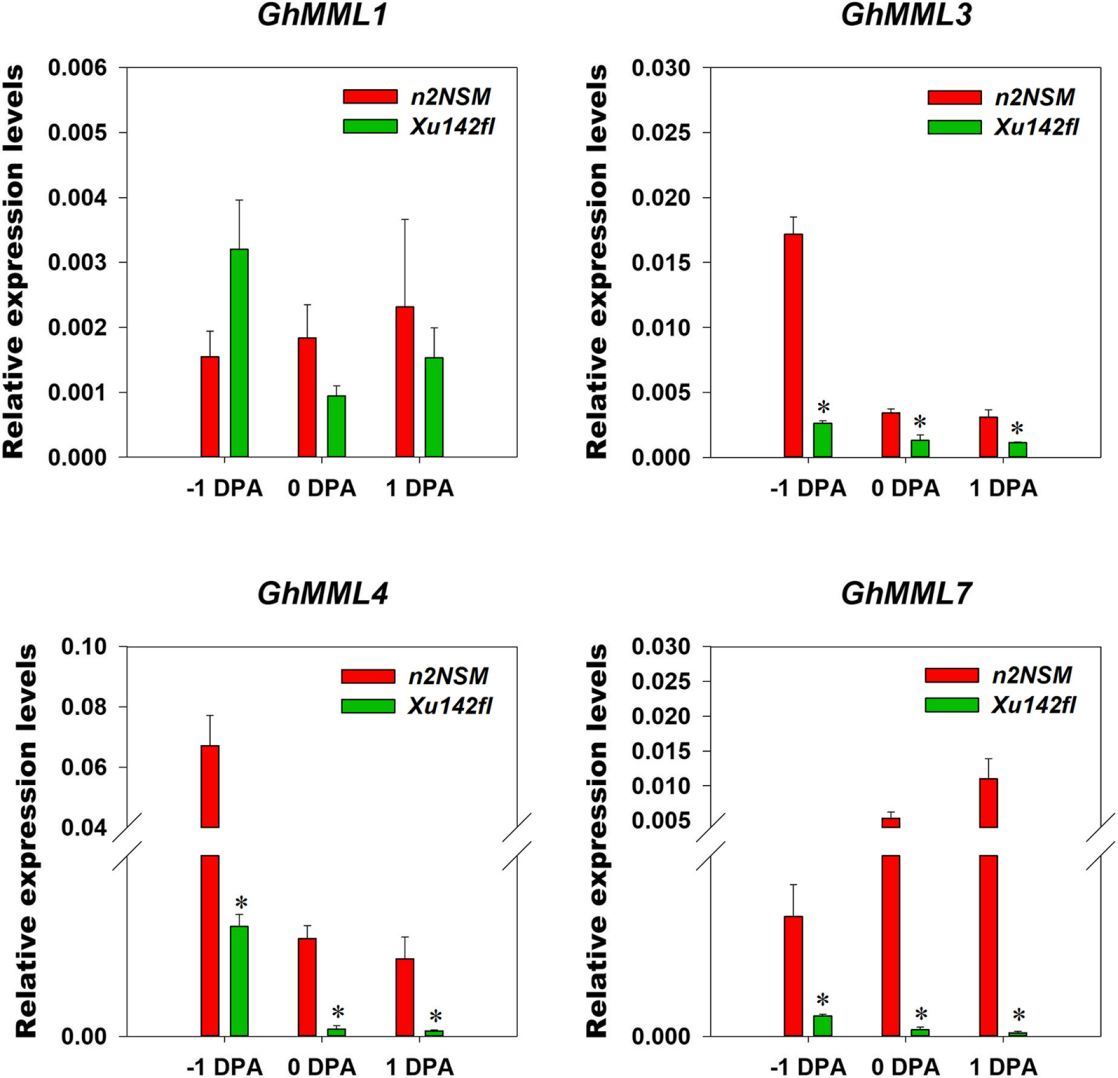
Expression patterns of *GhMML1/3/4/7* in ovules of *n2NSM* and *Xu142fl* during lint fiber initiation. qRT-PCR analysis showing relative expression levels of *GhMML1*, *GhMML3*, *GhMML4* and *GhMML7* in − 1, 0 and 1 DPA ovules of *n2NSM* and *Xu142fl*. *GhUbq7* was used as an endogenous reference gene, and the data represents the mean ± SD of three biological replicates. “*” represent *p* < 0.05

### Expansins enriched in cell wall organization may contribute to early lint fiber initiation

Cell wall reorganization is an essential event during fiber development involving multiple enzymes and wall proteins [5]. 

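The 16 genes of Fig. 6 were all lower in *Xu142fl*, with log2 fold changes from -2.81 to -1.05 and a median of -1.38. In 15 of them the lines did not overlap. Limma called 2 at an adjusted p of at most 0.001 and a fold change of at least 2, and 14 at 0.05. Adjusted over the list alone, 13 passed at 0.001 and all 16 at 0.05, which is not independent evidence because the paper chose the list on these libraries. The called genes were both EXPA4. Gh_A07G0902 had 30.4 ± 1.45 FPKM (SD, n = 3) in Xu142 and 9.97 ± 0.119 in *Xu142fl* (limma adjusted p = 0.00013), and Gh_A09G1454 had 63.5 ± 1.77 and 27.1 ± 1.63 FPKM (limma adjusted p = 0.00038). Both calls were lost in each fit that left out 1 library except the fit without *Xu142fl* replicate 1, and that of Gh_A09G1454 also in limma without trend (adjusted p = 0.0026). The most abundant, the EXPA4 gene Gh_D09G1463, had 125.9 ± 20.6 and 43.4 ± 5.74 FPKM (limma adjusted p = 0.0017). The EXPA4 gene Gh_A04G0707, with 27.8 ± 5.45 and 11.0 ± 5.23 FPKM (limma adjusted p = 0.029), passed at 0.05 in only 1 of the 6 fits that left out 1 library, that without *Xu142fl* replicate 1 (0.0024, against 0.073 to 0.1), and not in limma without trend (0.055). The largest decrease was that of the EXPA8 gene Gh_A05G3493, with 17.4 ± 7.86 and 2.33 ± 0.745 FPKM (limma adjusted p = 0.0044). The other EXPA8 genes did not pass at 0.05 with all libraries. Gh_D10G1861 had 11.2 ± 3.96 and 5.25 ± 1.77 FPKM (limma adjusted p = 0.074). Gh_D04G1924 had 3.52 ± 1.37 and 1.6 ± 0.920 FPKM (limma adjusted p = 0.12), and *Xu142fl* replicate 1 at 2.66 FPKM lay above Xu142 replicate 1 at 2.38. Both passed without *Xu142fl* replicate 1 (0.038 and 0.022) and with the covariate for a hidden factor, chosen after seeing the data (0.0042 and 0.002). The covariate cannot change a log2 fold change, so theirs stayed at -1.08 and -1.15, and its lower p-values are not independent evidence. In the remaining alternatives their adjusted p-values reached 0.18 and 0.31. The pectinesterase gene Gh_A10G1502 had 26.6 ± 6.68 and 10.1 ± 2.37 FPKM (limma adjusted p = 0.012), and did not pass at 0.05 without Xu142 replicate 1 or 3 or *Xu142fl* replicate 2 (0.051 to 0.059).

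**Figure D2:**
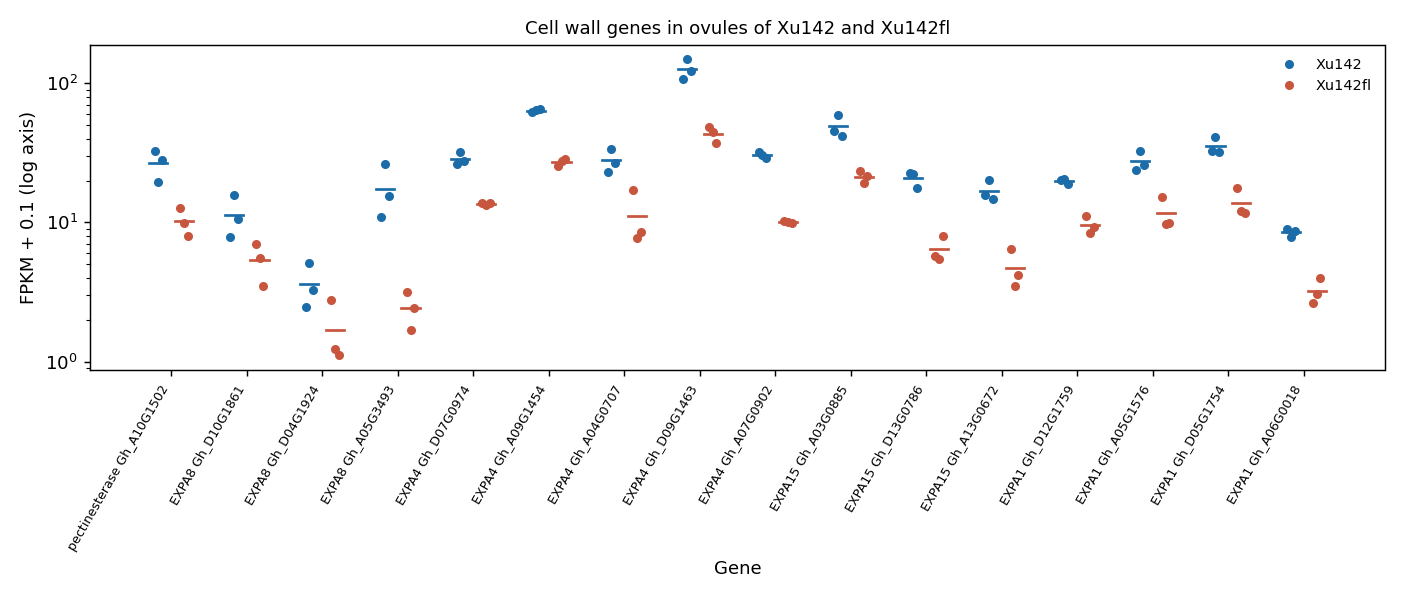
FPKM + 0.1 (log axis) of the 16 cell wall genes in the 3 Xu142 libraries (blue points) and the 3 *Xu142fl* libraries (red points), with lines at the means. Only the EXPA8 gene Gh_D04G1924 has overlapping points between lines.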

Here, we had a detailed investigation of the GO term-plant cell wall organization which contains 16 genes after removing 4 genes with FPKM < 1 in both lines, and the results showed that 15 were cell wall loosing related alpha-expansin coding genes, including 4 *EXPA1s*, 5 *EXPA4s*, 3 *EXPA8s* and 3 *EXPA15s*, and one was pectinesterase (PE) encoding gene, and they were all downregulated in *Xu142fl* comparing with that in the wild type (Fig. 6). Of special note, data indicated that EXPAs might be the most important cell wall proteins for the early fiber cell initiation.

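The mean log2(FPKM + 0.1) of the 15 expansin genes was 4.38, 4.78 and 4.46 in Xu142 replicates 1 to 3 and 3.34, 2.93 and 3.00 in *Xu142fl*, a difference of -1.45 (exact two-sided permutation test, p = 0.1, the smallest that 3 libraries against 3 allow). The paper chose these genes on the same libraries as lower in the mutant, so this difference is not independent evidence. From the finding that 15 of the 16 genes of the cell wall organization term were expansin genes, all downregulated in the mutant, the paper proposes that EXPAs might be the most important cell wall proteins for early fiber cell initiation.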

**Fig. 6:**
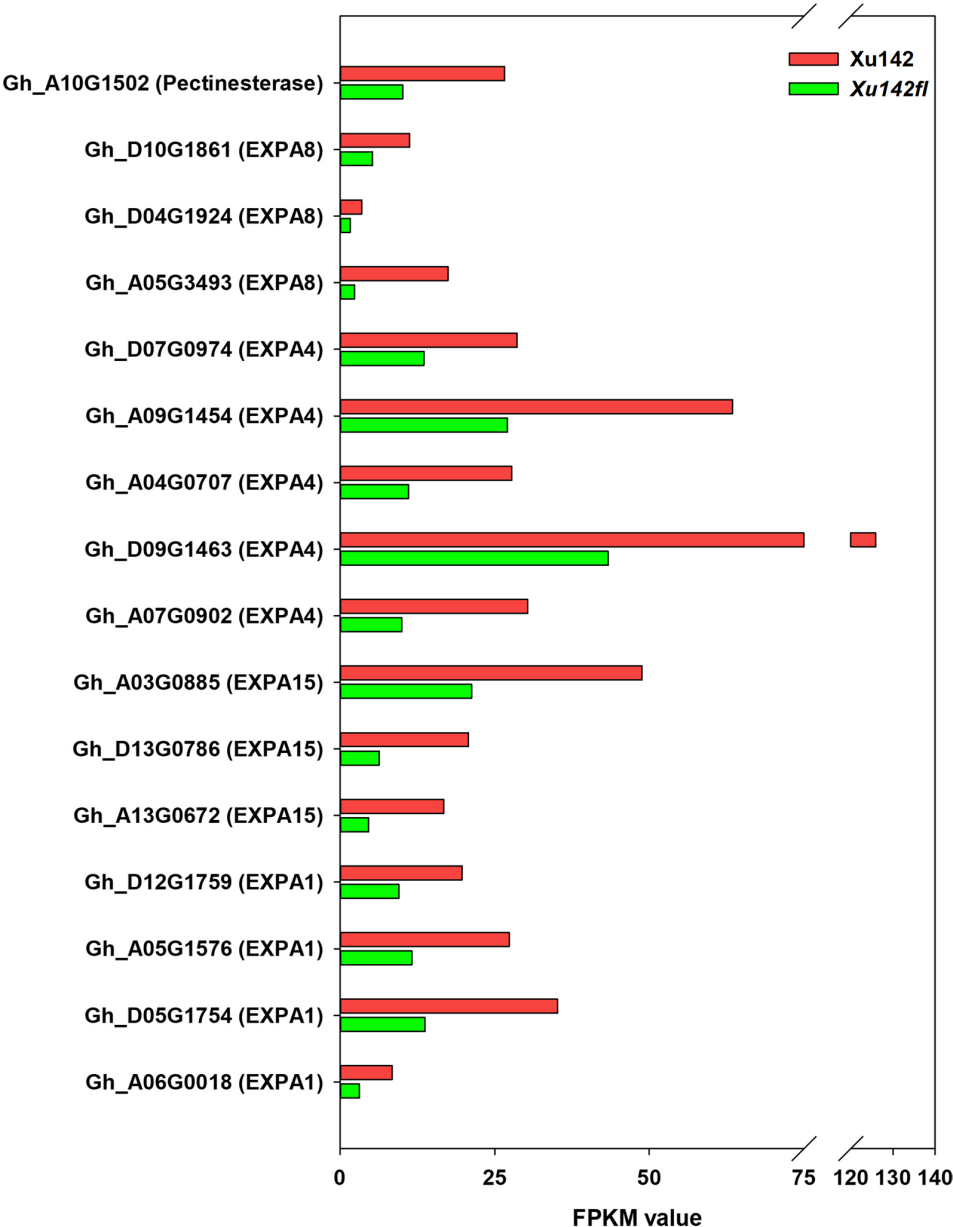
Expression differences of the cell wall reorganization related genes. The graph showing the FPKM values for 15 *EXPAs* and one *PE* in Xu142 (red bars) and *Xu142fl* (green bars)

## Discussion

### Lint fiber initiation is a complicated morphogenesis process involving complex metabolite biosynthesis and metablism

In this study, through GO analysis of the downregulated and upregulated DEGs, multiple enriched biological processes were identified which were associated with lint fiber initiation (Fig. 1). Based on our findings, we speculated that the downregulated DEGs mainly function as positive regulatory factors for lint fiber initiation, while the upregulated DEGs mainly function to inhibit lint fiber initiation.

For the downregulated DEGs, more than 200 genes were associated with DNA-templated transcription (Fig. 1a), which have transcription associated molecular functions as DNA binding transcription factor activity (Fig. 1b). These biological processes related genes may construct the upstream regulation networks during lint fiber initiation, and the downstream regulation involves complicated metabolic cascades associated with organic compound biosynthesis and metabolism including nucleobase-containing compound, organic cyclic compound, heterocyclic compound and aromatic compound such as flavonoid, sugar and phytohormones biosynthesis and metabolism (Fig. 1a, b). Several *NCEDs* (data not shown) which encode the rate-limiting dioxygenases controlling ABA biosynthesis [32], were found in the GO term of dioxygenase (Fig. 1b), implying that ABA might be a positive regulator during lint fiber initiation. This can be supported by the gradually accumulation of endogenous ABA content during the fiber cell initiation and elongation stages [33] although ABA was considered as a negative regulator of fiber initiation [34]. Chitin oligosaccharides can induce various defense responses in a wide range of plant cells including both monocots and dicots [35]. However, defense responses related to fiber initiation still remain unclear. Immature fiber (im) mutant with thinner fiber cell wall compared to the isogenic wild type (TM-1) with fiber of normal thickness revealed that the mutant exhibited lower net photosynthesis, because of the lower chlorophyll content per unit leaf area due to less chlorophyll a levels than that of wild type [36], however how the photosynthesis related genes were changed in *Xu142fl* need further investigation (Fig. 1a).

The upregulated DEGs were mainly enriched in DNA replication and phospholipid biosynthetic processes, which were closely related to cell division. This is reasonable because fiber cells are unable to undergo cell division during fiber development. Before fiber cell differentiation, the ovular epidermal cells are closely packed, cuboidal, and rich in cytoplasm containing a large nucleus, which represents a status of rapid cell division [37]. The early development of fibers consists of two intergrading steps-spherical expansion above the ovular epidermis and elongation [38]. The morphological differentiation of a fiber occurs when an epidermal cell balloons above the epidermal surface, followed by transition to elongation phase and stopping division [39]. Collectively, cell division should be stopped to initiate fiber development in the wild type while rapid cell division continues which inhibit cell differentiation into fiber cells in *Xu142fl* mutant.

### Complicated transcription regulation during lint fiber initiation

In this study, through TF annotation and expression pattern profiling, many down-regulated TF families were identified, including known fiber development related MYBs, bHLHs, and TCPs [6]. Other TF families such as NAC, WRKY, GRAS, and Dof identified here were also detected in another study exploring fiber elongation related pathways by transcriptome analysis of a short fiber mutant and a wild type [40], suggesting that some TF family genes might have dual role both in fiber initiation and elongation. For example, fiber cell expansion and elongation can be mediated by a homeodomain leucine zipper gene, *GhHD-1*, through a WRKY transcription factor by regulating the levels of ethylene and reactive oxidation species (ROS) [41]. Because some lint fiber initiation related TFs which were genetically characterized as positive regulators for fiber development were firstly found downregulated in fiber related mutants, including R2R3 MYB proteins [8, 9, 42, 43], HD-ZIP proteins [15, 16] and bHLH proteins [14], so the other downregulated TF family genes found in this study deserve further investigation of their roles in regulating lint fiber initiation.

Besides this, two class of TF families involved more upregulated DEGs than the downregulated DEGs (Fig. 2), including LOB (Lateral Organ Boundaries) family which are essential in the regulation of plant lateral organ development [44] and MADS which regulate floral organ differentiation and development [45], and small group of genes in other TF families were also upregulated (Figs. 2 and 3), which might be negative regulators of fiber initiation and contribute to the lintless ovules of *Xu142fl* due to their upregulation.

### Dynamic expression of *Malvaceae*-specific *MMLs* during early lint fiber initiation

Among the 10 pair of *Malvaceae*-specific *MYB MIXTA-like* (*GhMML*) homoeologs at least one copy on one sub-genome in allotetraploid cotton were predominantly expressed during fiber initiation in the wild type TM-1 [10], and *GhMML3-A12* and *GhMML4-D12* were demonstrated contributing to the fuzz and lint fiber initiation respectively [11, 12], implying the subfunctionalization of *MML* genes. Combined our transcriptome analysis and RT-PCR analysis, *MML3*, *MML4* and *MML7 should be the MMLs most related to lint fiber initiation* (Figs. 3a, 4 and 5)*.* However, it was contrary in that *GhMML3-D12* (Gh_D12G1628) and *GhMML4-A12* (Gh_A12G1504) might be more important for lint fiber initiation, because *GhMML3-D12* demonstrated higher expression level in the wild type and was more downregulated in the mutant than *GhMML3-A12,* while *GhMML4-D12* was not detected as DEG in our study (Fig. 3a).

Different from *GhMML3* and *GhMML4* which were downregulated in the fuzzless-linted mutant *n2NSM* from − 1 DPA to 1 DPA, *GhMML7* was upregulated and showed the highest expression level in ovules at 1 DPA (Fig. 5). This phenomenon indicated that, except for the role in fiber initiation, *GhMML7* may also involve in fiber elongation, which can be assisted by the evidences that *GhMML7/GhMYB25* expressed in the epidermis of ovules, developing fiber initials and fibers, and *GhMML7/GhMYB25*-silenced cotton produced shorter fiber, while overexpression of *GhMYB25* promoted fiber initiation [8].

### Cell wall organization initiates from the very beginning during lint fiber initiation

Previously, stage-specific developmental markers such as EXPAs, xyloglucan endo-transglycosylases (XETs) and PEs have been reported to regulate fiber cell expansion in cotton [4, 5, 46]. Here, we also identified many EXPA encoding genes and a PE encoding gene, indicated that EXPAs are more important during fiber initiation and elongation. Taken together, upstream regulators of EXPAs will further facilitate our understanding underlying mechanisms of lint fiber initiation and elongation.

## Conclusion

In this study, we compared the whole genome transcription changes between Xu142 and *Xu142fl* at early fiber initiation stages and identified 3676 downregulated and 1840 upregulated genes. GO enrichment analysis revealed that the downregulated genes were mainly involved in the biological processes related to transcription, organic cyclic compound biosynthesis and metabolism, photosynthesis, response to chitin and plant cell wall organization, and had molecular functions such as transcription related binding, organic cyclic compound binding and dioxygenase activity, while the upregulated DEGs were enriched in DNA replication and phospholipid biosynthesis related processes. Classification of the transcription factor genes revealed that various transcription factor families involved in lint fiber initiation, including the members belonging to the MBW complex. Examination of the cell wall organization related genes revealed 15 EXPA coding genes and one PE coding gene, which may contribute to cell loosening and reorganization during lint fiber initiation. Taken together, these findings provide preliminary data which suggest importance of introducing the essential transcription factor genes or *EXPAs* for improving lint fiber initiation rate.

In conclusion, this study provides novel information for lint fiber initiation mechanism, which may involve dynamic expression of multiple types of TF family genes, which mediate the complicated downstream organic compound biosynthesis and metabolism resulting into the termination of cell division and cell wall reorganization of the expanding fiber cells during lint fiber initiation (Fig. 7).

**Fig. 7:**
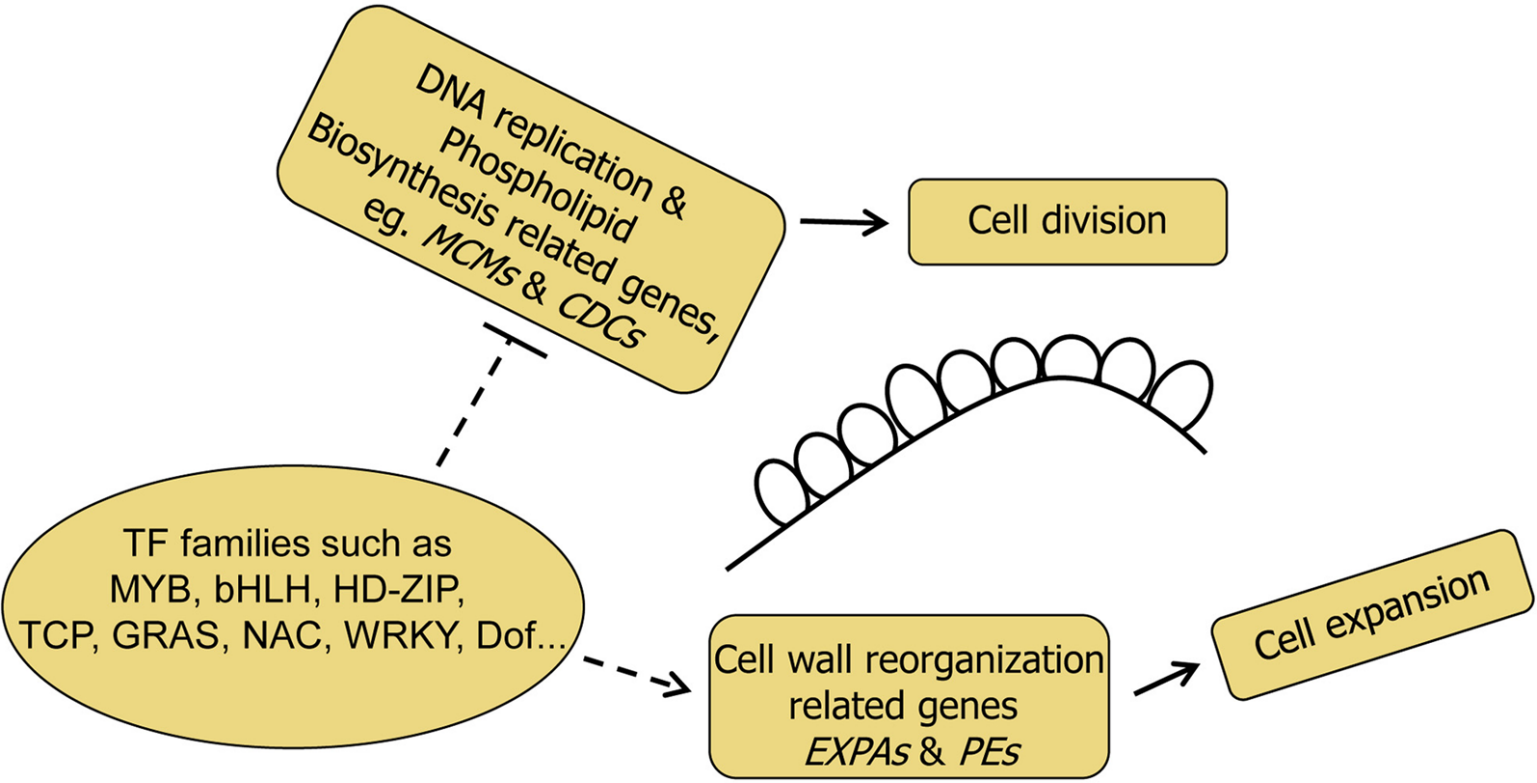
Transcription regulation model of lint fiber initiation in cotton. Multiple TF family proteins are implicated during lint fiber initiation to inhibit expressions of DNA replication and phospholipid biosynthesis related genes such as *MCMs* and *CDCs* to terminate cell division, and activate expression of *EXPAs* and *PEs* to cause cell wall reorganization and fiber cell expansion. *MCMs* DNA replication licensing factors, *CDCs* cell division control proteins, *EXPAs* Alpha-expansin encoding genes; *PEs* Pectinesterase

## Supplementary Information

**Additional file 1: Table S1.** Primers used in this study.

**Additional file 2: Figure S1.** Correlation analysis based on the whole expression profiles of genes from the transcriptome sequencing data in the ovules of Xu142-1-3 and *Xu142fl-1-3*.

**Additional file 3: Table S2.** Enriched level 3 GO terms of the downregulated DEGs in the category of BP.

**Additional file 4: Table S3.** Enriched level 3 GO terms of the downregulated DEGs in the category of MF.

**Additional file 5: Table S4.** Enriched level 3 GO terms of the upregulated DEGs based on the level of BP.

**Additional file 6: Table S5.** Annotations of DNA replication and phospholipid biosynthetic related genes.

**Additional file 7: Figure S2.** RT-PCR analysis of *GhMML1~GhMML10* in ovules of *n2NSM* and *Xu142fl* during lint fiber initiation.

## Data Availability

All the relevant data and Additional files are available including the sequences of the primers used for RT-PCR and RT-qPCR. Raw data for the transcriptomes are available on the GEO platform as series GSE176384.

# Supplementary material for: Comparative transcriptome analysis uncovers cell wall reorganization and repressed cell division during cotton fiber initiation
**Source:** BMC Dev Biol. 2021 Oct 29;21:15. doi: 10.1186/s12861-021-00247-3
**Supplement:** Supplementary file 2 — Additional file 2: Figure S1. Correlation analysis based on the whole expression profiles of genes from the transcriptome sequencing data in the ovules of Xu142-1-3 and Xu142fl-1-3.

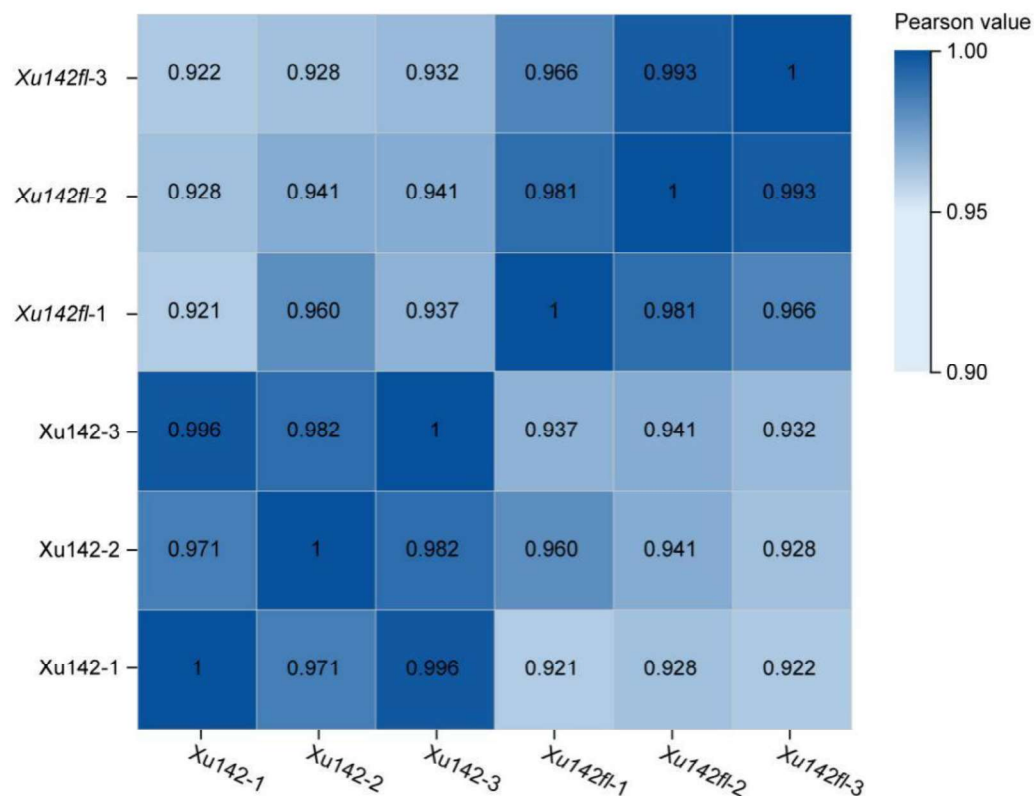

**Additional file 2 Figure S1. Correlation analysis based on the transcriptome data of the ovules of Xu142-1~3 and Xu142fl-1~3**

Pearson values were calculated between each sample pair and were indicated by the gradient blue bar (deep to light reflecting the Pearson values from 1.00 to 0.90).

# Supplementary material for: Comparative transcriptome analysis uncovers cell wall reorganization and repressed cell division during cotton fiber initiation
**Source:** BMC Dev Biol. 2021 Oct 29;21:15. doi: 10.1186/s12861-021-00247-3
**Supplement:** Supplementary file 7 — Additional file 7: Figure S2. RT-PCR analysis of GhMML1~GhMML10 in ovules of n2NSM and Xu142fl during lint fiber initiation.

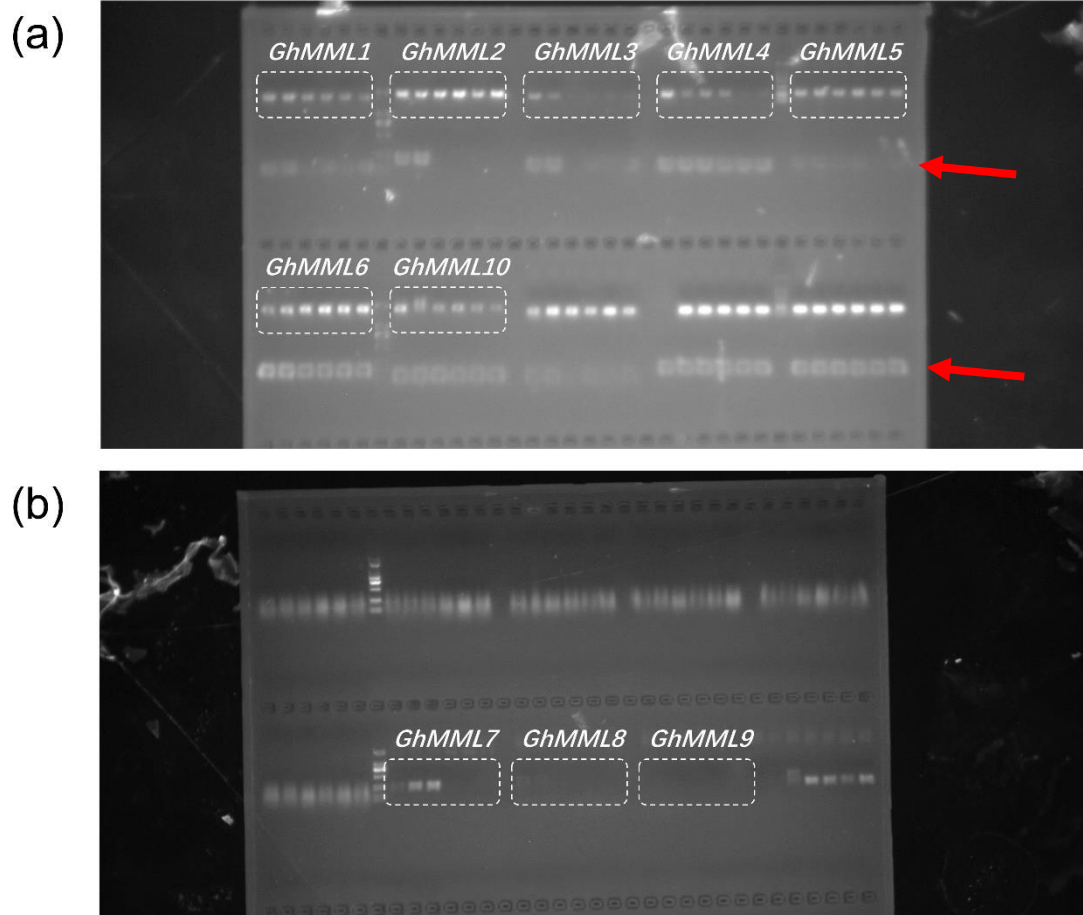

**Additional file 7 Figure S2. RT-PCR analysis of *GhMML1*~*GhMML10* in ovules of *n2NSM* and *Xu142fl* during lint fiber initiation**

Agarose gel electrophoresis of RT-PCR products of *GhMML1* ~ *GhMML6*, *GhMML10* (a), and *GhMML7* ~ *GhMML9* (b), in ovule samples of *n2NSM* and *Xu142fl* at -1, 0 and 1 DPA (the arrangement of the blots for each gene is the same as in figure 4). The blots of each of the genes were enclosed in a dotted box, with the name of each gene noted above. The weak signals detected below the *GhMMLs* blots shown by the red arrows are from the last electrophoresis of PCR products for other genes irrelevant to this study.

How the deposited data were processed for this re-analysis (not part of the article)

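RNA of ovules pooled from −3 and −1 DPA was sequenced in 3 libraries of Xu142 and 3 of the fiberless mutant *Xu142fl*. The authors filtered the reads, aligned them to the TM-1 genome with Bowtie2 for known genes and with HISAT2 and StringTie for new transcripts, and estimated expression with RSEM. The deposited values are FPKM, normalized by the authors for transcript length and mapped reads, without read counts and with no stated scaling between libraries. All 6 columns were matched to their libraries by name. No 2 libraries were alike enough to be one library deposited more than once, since at most 2.06% of the genes had identical values in a pair.

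Depth was taken from Table 1 of the paper, 66.12 to 72.19 M clean reads. The FPKM values hold no counts, so no interval from counting error can be given for a gene. In 10 genes seen in Xu142 replicates 1 and 2 alone, the median ratio of FPKM was 1.07, where the clean reads give 1.06. Genes with a ratio far from 1 had been left out, so a median near 1 followed from the selection. The match therefore says nothing about depth, and the genes were also too few for a measure of it.

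The FPKM were analysed as log2(FPKM + 0.1) for the 56395 of 65894 genes with a mean of at least 0.1 FPKM. limma 3.58.1 in R 4.3.3 was used with an intensity trend and Benjamini-Hochberg adjustment. A gene was called at an adjusted p of at most 0.001 and a fold change of at least 2, and counts at 0.05 are given beside these. The paper used DEGseq with the same limits, after normalizing the raw reads of each gene as FPKM. That test was not run here, since no read counts were analysed. Lists of genes were also compared by exact permutation of the 6 libraries, and by 10000 random lists matched on mean FPKM. Neighbouring genes were compared with 1000 shuffles. Python 3.11.15 with pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9 was used. Intervals of shares are 95% Wilson intervals.

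The limma step was tested on simulated data for 55398 genes with 200 genes changed 4-fold. One simulation gave every gene the median SD between replicates (0.233 on the log2 scale), and 100% of the changed genes were recovered at an adjusted p of 0.001. A second simulation, added after a result of the first kind had been seen because a common SD is not realistic, gave each gene its own observed SD, and 20% were recovered at 0.001 and 73% at 0.05. Unchanged genes called were 0 at 0.001 in both and 0 and 5 at 0.05. An SD estimated from 3 libraries of each line is itself noisy, so the second simulation holds some genes that are more variable than in truth. The count of neighbours was tested with 50 planted pairs among 49501 genes, of which 50 were counted against at most 2 in the shuffles. A list of 61 genes shifted by 1 on the log2 scale stood above 100% of the random lists, and 6 of 100 unshifted lists of 61 genes fell outside the central 95%.

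Genes were named by a rule set before the data were examined: genes that the paper gives by ID, and the 5 largest increases and 5 largest decreases among called genes with a mean of at least 1 FPKM and no overlap between lines. Names come from Figs. 3 and 6 and Table S5 of the paper. The RefSeq gene table of the assembly Gossypium_hirsutum_v2.1 matched 0 of the IDs, so no coordinates are given beyond the chromosome in the ID. The alternatives set before the data were examined were other pseudocounts and filters, median-ratio scaling, quantile normalization, limma without trend or with robust estimation, other limits, annotated genes alone, a replicate block and each library left out. One alternative, a first component of the deviations within lines as a covariate, was added after the data were seen. Gene ontology terms, the RT-PCR experiments and the transcription factor families not listed in Fig. 3 were not analysed here.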

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

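Both results here are signals in genes that the paper does not discuss. The test of the share of predicted new genes was chosen after the genes were seen.

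In 48 genes all 3 *Xu142fl* libraries were listed at 0 while all 3 Xu142 libraries had at least 1 FPKM, and in 36 genes the reverse held. None of the 84 is in the paper's lists. The highest in Xu142 was Gh_A13G1728, with 89.77, 100.64 and 84.94 FPKM, and the highest in *Xu142fl* was Gh_D03G1708, with 58.26, 47.85 and 46.19 FPKM. An exact 0 in a table of estimates can be a failed estimate. If such failures struck single libraries, other groupings of the 6 libraries would give as many genes, but the 9 other splits gave at most 3. Predicted new genes made up 42.9% of the 84 (36 genes, 95% Wilson interval 32.8 to 53.5%), against 8.42% of the whole table. This is consistent with genes that were assembled from the reads of one line alone, for those 36 genes. The other 48 of the 84 are annotated genes, and this leaves them unexplained. Deletion or sequence difference between the lines, reads assigned to a near-identical copy and a difference in expression remain open for these, and none was tested, since no genome sequence of either line was used here.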

How the results depend on the processing

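The alternatives below were set before the data were examined, except the covariate for a hidden factor, which was chosen after seeing the data. With both lines complete, the number of calls, 423, stayed between 288 and 455 under another pseudocount, filter, scaling, limma setting or the annotated genes alone. The genes called were less stable: between 226 (without trend) and 411 (robust estimation) of the 423 were called again. The share of calls lower in *Xu142fl* was 74%, against 73.2% under median-ratio scaling and 69.9% under quantile normalization. It was 67.7% without trend and 78.1% with the annotated genes alone. Without trend, 195 genes were called lower in place of 313.

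At an adjusted p of at most 0.05, 3463 genes were called, 940 higher and 2523 lower, with 14 cell wall, 19 DNA replication, 2 phospholipid and 6 MML genes, 135 transcription factor genes lower and 13 higher. This setting differs by its limit alone. A ratio of mean FPKM of at least 2 with no test gave 7869 genes, 2752 higher and 5117 lower, with 16 cell wall, 19 DNA replication, 5 phospholipid and 6 MML genes, 177 transcription factor genes lower and 31 higher. With the hidden factor as a covariate, 1357 genes were called, 400 higher and 957 lower, with 13 cell wall, 12 DNA replication and 2 phospholipid genes, 48 transcription factor genes lower and 6 higher. All 423 genes were among the 1357. The covariate was computed from the same libraries and removes spread within lines by construction, so the larger count is not independent evidence.

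The replicate numbers were also fitted as a replicate block, which left 2 calls, 0 higher and 2 lower, and 0 cell wall, 0 DNA replication, 0 MML and 0 transcription factor genes in either direction. The numbers do not pair the samples: the deviations of same-numbered libraries from their lines correlated at -0.40, -0.39 and 0.24 over genes with a mean of at least 1 FPKM.

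Small counts moved with several choices, and the cause was in general not tested. With a pseudocount of 1, PCNA (Gh_A10G0368) kept a limma adjusted p of 0.00084 and lost its call by the fold change limit. The 2 DNA replication calls became 1 with a pseudocount of 1 or without trend, 0 with a pseudocount of 0.01 or no filter, 5 under median-ratio scaling and 4 under quantile normalization. The 2 cell wall calls became 1 without trend. The 10 transcription factor calls lower became 3 without trend and 16 with the annotated genes alone. The 1 transcription factor call higher became 0 with a pseudocount of 1 or 0.01, with a mean FPKM of at least 1 or without trend, and 3 under quantile normalization.

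Every library mattered. The calls fell to 51 and 37 without Xu142 replicates 1 and 3, to 39 higher and 69 lower without Xu142 replicate 2, and to 273, 46 and 95 without *Xu142fl* replicates 1, 2 and 3. Across these 6 fits, which have fewer samples, the genes called higher ranged from 8 to 68 and those called lower from 18 to 205. Cell wall calls ranged from 0 to 2, DNA replication calls from 0 to 3, transcription factor calls from 1 to 6 lower and from 0 to 0 higher, phospholipid calls from 0 to 0 and MML calls from 1 to 2. Without Xu142 replicate 3, 48.6% of the calls were lower.

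The squared correlations were 0.943 for the lowest within Xu142, 0.934 for the lowest within *Xu142fl* and 0.923 for the highest between lines. With at least 0.5 FPKM required in the expressing line, 55 genes in place of 36 were expressed in *Xu142fl* alone. Neighbouring pairs called alike rose from 6 to 168 at an adjusted p of at most 0.05. The range of the rapid-response transcription factors among *Xu142fl* libraries was 0.21 with a pseudocount of 1 and 0.30 under median-ratio scaling, in both above 95% of matched random lists, which it was not at 0.22 under the setting reported.

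Of 41 named genes, 41 kept the sign of their log2 fold change in each fit. Their calls were lost in 76 and gained in 14 of 693 combinations of gene and fit. The depth of 66.12 to 72.19 M clean reads is similar between libraries. With 3 libraries against 3, 100% of simulated 4-fold changes were recovered at an adjusted p of 0.001 when every gene had the median SD, and 20% with each gene's own SD. The median SD was 0.233 and 0.229. The size of the spread, the number of libraries and the number of changed genes were not varied. With only 200 genes changed, these shares are not the power of the comparison of the lines.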

Differences from the paper's values

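The deposited values gave 423 called genes against the paper's 5516, 110 higher against the paper's 1840 and 313 lower against the paper's 3676. Limma weighs a difference against the spread between replicates. DEGseq was not run here, so the same limits need not be equally strict in the 2 tests. This gap and those below thus do not show that the paper's calls fail. Of the alternatives set before the data were examined, a ratio of mean FPKM of at least 2 with no test gave 7869, 2752 and 5117, within 1.5 times of all 3 values, and an adjusted p of at most 0.05 gave 2523 lower, within 1.5 times of the paper's 3676, while its 3463 in all and 940 higher were not. None of the remaining alternatives came within 1.5 times of any of the 3.

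For the transcription factor families of Fig. 3, genes called in either direction were 6 for MYB against the paper's 54, 1 for WRKY against the paper's 41, 1 for NAC against the paper's 33, 1 for C2C2-Dof against the paper's 33, 0 for bHLH against the paper's 29 (19 lower and 8 higher with an unadjusted p under 0.05) and 2 for GRAS against the paper's 23. A ratio of mean FPKM of at least 2 with no test gave 53, 40, 33, 33, 29 and 20 in the same order. An adjusted p of at most 0.05 gave 32 for WRKY, 22 for NAC, 27 for C2C2-Dof and 16 for GRAS, within 1.5 times of the paper's, but not for MYB and bHLH. The remaining alternatives did not close these gaps.

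Of the genes in Fig. 6, 2 were called lower against the paper's 16. An adjusted p of at most 0.05 gave 14 and the ratio of means with no test gave 16, and a covariate for a hidden factor, chosen after seeing the values, gave 13. Of the DNA replication genes, 2 were called higher against the paper's 20, and both the adjusted p of at most 0.05 and the ratio with no test gave 19. Of the phospholipid genes, 0 were called against the paper's 5 (4 with an unadjusted p under 0.05), and the ratio with no test gave 5. Of the MML genes, 3 were called against the paper's 6, and the adjusted p of at most 0.05 and the ratio with no test gave 6. The remaining alternatives did not close these gaps. More genes that the paper calls were also called under median-ratio scaling (5 DNA replication genes), quantile normalization (4 DNA replication genes and 3 transcription factor genes higher), with the annotated genes alone (16 transcription factor genes lower), without *Xu142fl* replicate 1 (3 DNA replication genes) and with the covariate chosen after seeing the values (12 DNA replication genes, 2 phospholipid genes, 48 transcription factor genes lower and 6 higher).

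The paper writes the correlation as a square, and its values match r and not the square of r. The text counts fewer upregulated bHLH genes than the 9 that Fig. 3b marks. The paper describes 3 NAC100 genes and WRKY48 as upregulated. Here 2 of the NAC100 genes overlapped between lines and WRKY48 tied at 2.23 FPKM, with limma adjusted p-values of 0.26, 0.17 and 0.11. Each of these genes reached a ratio of means of at least 2. Of the 32 genes that Fig. 3 marks as upregulated, 23 had no overlap between lines, where a tie counted as overlap. The others that overlapped included RL6 and NAC031. All 32 bars of Fig. 6, read by eye, lay within 1.5 times or 1 SD of the deposited means.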

Other observations

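The tests of sequencing depth, of library preparation or mapping and of the share of ovule stages were chosen after the result was seen, and the limits by which the counts of neighbouring genes were judged were set after the shuffles were seen.

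Of the 10 splits of the 6 libraries into 3 and 3, 1, the split by line, gave as many as 423 calls at 0.001 and 3463 at 0.05. The others gave 0 at both limits, with 311 to 6931 genes at an unadjusted p under 0.05. The difference between lines widens the spread within the groups of these other splits, which lowers their calls. With 10 splits the share cannot fall under 0.1, so this count alone does not exclude chance in the grouping. The excess of lower calls was not removed by scaling, with 69.9% lower under quantile normalization.

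Xu142 replicate 2 and *Xu142fl* replicate 1 deviated together from their lines, with a correlation of 0.55 across 45566 genes with a mean of at least 1 FPKM. Genes are not independent replicates. A few abundant genes do not explain it, since the correlation was 0.47 over the 16024 genes of 1 to 5 FPKM. The number of reads argues against depth as the cause, with *Xu142fl* replicate 1 at -3.58 M and Xu142 replicate 2 at 1.92 M clean reads from the mean of its line. This covers the number of reads alone. Both libraries had the lowest mapped share (95.55% in Xu142 replicate 2 and 95.75% in *Xu142fl* replicate 1), the lowest uniquely mapped share in Table 1, the lowest median FPKM (3.52 and 3.38, the latter -0.317 from the mean of its line) and the lowest FPKM sum of their lines. A difference in library preparation or mapping shared by both thus stays open, and it cannot be told apart from a difference in RNA content, which would lower the same values. RNA of Xu142 in *Xu142fl* replicate 1 would raise genes that are near 0 in the other *Xu142fl* libraries, but in 23 such genes its median share of the Xu142 level was 0.0%, with a maximum of 0.583%. In 15 genes of the reverse kind the median share in Xu142 replicate 2 was also 0.0%, with 30.2% in one gene. A rapid response to handling would move both libraries alike, but 61 rapid-response transcription factors, listed from the paper's downregulated genes before the data were examined, shifted by -0.43 in Xu142 replicate 2 and 0.14 in *Xu142fl* replicate 1. A different share of the ovule stages stays open and may be a candidate explanation. Expansin genes rose in both libraries, by 0.36 and 0.38, above 100% of matched random lists, while DNA replication genes shifted by -0.23 and -0.36, each within the central 95%. With a pseudocount of 1 the shift in *Xu142fl* replicate 1 was -0.33, below all but 0.88% of the random lists. The rise in *Xu142fl* replicate 1 was not specific to expansin genes. There the 61 rapid-response transcription factors (0.14) stood above 99.86% of random lists. The other 120 downregulated transcription factors of Fig. 3 (0.13) stood above 99.89%, but shifted by -0.17 in Xu142 replicate 2. The paper chose its lists on these libraries, and the random lists were matched on mean FPKM alone, so these shifts cannot decide. No stage was sequenced alone, which keeps the share of stages open.

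The same 61 transcription factors differed between lines by -1.92 on the log2 scale. The other 120 downregulated transcription factors of Fig. 3, chosen by the paper on the same libraries, differed by -1.54. The list ranged by 0.55 among the Xu142 libraries, above 100% of matched random lists, and by 0.22 among the *Xu142fl* libraries, above 81.44%. A handling response that differed between samplings cannot be told apart from a difference between lines, because nothing states whether the libraries of a line were sampled together. The range within each line was smaller than the difference between lines.

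Neighbouring gene IDs were called in the same direction in 6 pairs, where 1000 shuffles gave a mean of 1.19 and a maximum of 7. At an adjusted p of at most 0.05 there were 168 pairs against a mean of 83.9 and a maximum of 113, which argues against chance. Pairs 5 to 10 IDs apart were 542 against a mean of 485, as high in 0.7% of the shuffles, and 8 against 6.74 at 0.001. The excess was 2.0-fold for neighbours and 1.12-fold for the farther pairs. Tandem copies that share reads may contribute, but the small excess at a distance keeps this open, and no gene sequences were compared.

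Of the tested genes of the A subgenome, 0.721% were called (174 of 24143, 95% Wilson interval 0.622 to 0.836%), and of the D subgenome 0.635% (161 of 25358, 0.544 to 0.740%). The intervals overlap. At an adjusted p of at most 0.05 the shares were 5.81 and 5.83%. In the fits that left out 1 library, the shares were 0.0498 to 0.477% for A and 0.071 to 0.41% for D. The D share was the higher without Xu142 replicate 1 or 3 or *Xu142fl* replicate 2, and the A share in the remaining fits.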
